# The mTOR Deficiency in Monocytic Myeloid-Derived Suppressor Cells Protects Mouse Cardiac Allografts by Inducing Allograft Tolerance

**DOI:** 10.3389/fimmu.2021.661338

**Published:** 2021-04-09

**Authors:** Jiawei Li, Juntao Chen, Mingnan Zhang, Chao Zhang, Renyan Wu, Tianying Yang, Yue Qiu, Jingjing Liu, Tongyu Zhu, Yi Zhang, Ruiming Rong

**Keywords:** MDSC (myeloid-derived suppressor cell), cardiac transplantation, mTOR, autophagy, immune tolerance

## Abstract

**Background:**

Myeloid-derived suppressor cells (MDSCs) can prevent allograft rejection and induce immune tolerance in transplantation models. Previous studies have demonstrated that inhibition of mTOR signaling can enhance the MDSC protective effect in heart transplantation (HTx) by promoting MDSC expansion. In addition, mTOR inhibition is related to autophagy. The present study investigated the protective mechanism of mTOR-deficient monocytic MDSCs (M-MDSCs) in mouse HTx.

**Methods:**

Myeloid-specific mTOR conditional knockout mice were generated to obtain mTOR^−/−^ M-MDSCs. The proliferation and immunosuppressive function of mTOR^−/−^ M-MDSCs were determined by flow cytometry and T cell proliferation assays. The mTOR^−/−^ M-MDSC intracellular autophagy levels were determined using western blotting and electron microscopy. RNAseq analysis was performed for wild-type (WT) and mTOR^−/−^ M-MDSCs. Allogeneic HTx mouse model was established and treated with WT or mTOR^−/−^ M-MDSCs. Enzyme-linked immunosorbent assay, flow cytometry, and immunohistochemistry assays were performed to determine WT and mTOR^−/−^ M-MDSC-induced immune tolerance.

**Results:**

The mTOR deficiency promoted M-MDSC differentiation and enhanced intracellular autophagy levels *in vivo* and *in vitro*. mTOR deficiency also enhanced the immunosuppressive function of M-MDSCs. In addition, infusing with WT and mTOR^−/−^ M-MDSCs prolonged cardiac allograft survival and established immune tolerance in recipient mice by inhibiting T cell activation and inducing regulatory T cells.

**Conclusion:**

mTOR deficiency enhances the immunosuppressive function of M-MDSCs and prolongs mouse cardiac allograft survival.

## Introduction

Myeloid-derived suppressor cells (MDSCs) were first discovered in tumorigenesis, but were later found to be involved in other pathological conditions, such as obesity, sepsis, and organ transplantation (1). MDSCs are heterogeneous progenitor and immature myeloid cells. Based on the different cell surface markers, MDSCs can be classified into granulocytic MDSCs (G-MDSCs and CD11b^+^Ly6G^+^Ly6C^low^) and monocytic MDSCs (M-MDSCs and CD11b^+^Ly6G^-^Ly6C^high^) (1, 2). MDSCs are components of tumor microenvironment (TME) and support tumor progression, invasion, and metastases (3, 4). In TME, MDSCs suppress T cell activation, regulate inflammatory cytokines, and promote immune tolerance to enhance tumor growth (5). The function of T cell inhibition by MDSCs is correlated with the induction and recruitment of regulatory T cells (Tregs) (2, 6, 7).

Some recent studies have found that infusing with *in vitro*-induced MDSCs can prevent rejection in cardiac transplantation and recruitment for chimerism and tolerance (8). Preclinical studies have demonstrated that murine MDSCs, derived from either embryonic stem cells or adult bone marrow (BM), potently inhibit graft-versus-host disease without aborting graft-versus-leukemia response (9). MDSCs treated with drugs or cytokines, or edited using genetic technology *in vitro*, showed directional differentiation potential or enhanced function in inducing tolerance. In mouse skin transplantation models, M-CSF plus TNF-α-induced M-MDSCs have a stronger immunosuppressive function and promote immune tolerance against donor antigens (10), as well as CsA-induced MDSCs (11). In addition, prolonged mouse cardiac allograft survival was demonstrated after treatment with mammalian target of rapamycin (mTOR) inhibitor rapamycin, which induced MDSC expansion in recipient hearts (12). Our previous study demonstrated that blocking the mTOR signaling pathways ameliorated acute kidney injury (AKI) by promoting the induction, recruitment, and immunosuppressive activity of MDSCs (13).

The inhibition of mTOR is related to autophagy (14). Autophagy is initiated when mTOR is downregulated, resulting in the release of the transcription factor Unc-51-like autophagy-activating kinase 1, which, in turn, induces vacuole formation by activating PI3KC3, Beclin1 (Atg6), and the Atg12, -5, and -16 complex (15). The influence of mTOR inhibition on MDSC proliferation/function has been recently elucidated by Wu et al. in alloskin-grafted and tumor-bearing mouse models. They demonstrated that rapamycin treatment or using mTOR knockout (KO) mice decreased the percentages and number of M-MDSCs and reduced their immunosuppressive activity (16). Autophagy inhibition also increased the quantity of apoptotic MDSCs, demonstrating that autophagy extends the survival and increases the viability of MDSCs (17). Whether mTOR deficiency may affect MDSC differentiation in cardiac transplantation remains unknown.

The present study found that mTOR deficiency can promote M-MDSC differentiation and enhance intracellular autophagy levels, which leads to the upregulated immunosuppressive function of M-MDSCs. In addition, infusing with mTOR-deficient M-MDSCs can prolong cardiac allograft survival and establish immune tolerance in recipient mice by inhibiting T cell activation and inducing Tregs. These findings can potentially be used in the future for preventing graft rejection and immune tolerance induction in transplantation.

## Materials and Methods

### Mice

Wild-type (WT) C57BL/6 and BALB/c mice were purchased from the SLAC Laboratory Animal Co., Ltd (Shanghai, China). Lyz-Cre and mTOR^flox/flox^ mice were generously provided by Professor Yong Zhao at the Institute of Zoology, Chinese Academy of Sciences (Beijing, China). Myeloid-specific mTOR conditional knockout (KO) mice (mTOR^−/−^, Lyz-Cre) were generated by mating mTOR^flox/flox^ mice with Lyz-Cre mice. Mouse genotypes were determined using PCR with the following primers: Lyz-common, Lyz-WT, Lyz-mutant, mTOR-common, mTOR-WT, and mTOR-mutant. Primer sequences are listed in **Table 1**. All animal experiments were performed according to the guidelines of the Care and Use of Laboratory Animals of the Laboratory Animal Ethical Commission of Fudan University and were approved by the Animal Ethical Committee of Zhongshan Hospital, Fudan University, Shanghai, China.

**Table 1:** Genotyping primer list.

Primers’ name	Primers’ sequence
Lyz-common	CTTGGGCTGCCAGAATTTCTC
Lyz-mutant	CCCAGAAATGCCAGATTACG
Lyz-wt	TTACAGTCGGCCAGGCTGAC
mTOR mutant	TCGTGGTATCGTTATGCGCC
mTOR common	CAGCCCCTTGGTTCTCTGTC
mTOR wt	ACAAGGCTCATGCCCATTTC

For genotyping mTOR-flox mouse, we used mTOR-common as forward primer, and both mTOR-wt and mTOR-mutant as reversed primers. If mTOR was not knocked out, the primer pair mTOR-common and mTOR-wt will work and amplifying DNA band at desired size, while the primer pair mTOR-common and mTOR-mutant did not work. If mTOR was knocked out, the primer pair mTOR-common and mTOR-mutant will work and amplifying DNA band at desired size, while the primer pair mTOR-common and mTOR-wt did not work. The genotyping Lyz-Cre mouse was constructed by using the same way.

### Cervical Cardiac Transplantation Model

Allogeneic heterotopic heart transplantation (HTx) was performed as previously described (18). Briefly, cardiac grafts from BALB/c donor mice were perfused with cold heparinized normal saline (4°C) and stored at 4°C for 10–15 min. The common carotid artery and the external jugular vein of C57BL/6 recipient mice were ligated. Then, the two vessels were everted onto two cuffs. Donor ascending aorta and pulmonary artery were anastomosed end-to-end to the recipient’s common carotid artery and external jugular vein. The graft function was evaluated daily by observation of donor heartbeat palpitation. Graft rejection was defined as complete cessation of the heartbeat.

Recipient mice were divided into four groups (1): syngeneic control group, mice transplanted with isografts (C57BL/6 to C57BL/6); (2) allogeneic HTx group, mice transplanted with allografts (BALB/c to C57BL/6); (3) WT M-MDSC group, allogeneic HTx mice treated with WT MDSCs; and (4) mTOR^−/−^ M-MDSC group, allogeneic HTx mice treated with mTOR^−/−^ MDSCs. Recipient mice from MDSC treatment groups were intravenously treated with 5 × 10^5^ of MDSCs through the tail vein 1 day prior to HTx.

### Primary MDSC Culture

The generation of BM-derived MDSCs was performed as previously described (13). Briefly, BM was flushed from femurs and tibias with phosphate-buffered saline (PBS). Red blood cells were lysed with lysis buffer (BD Biosciences, Franklin Lakes, NJ, USA). Then, cells were incubated in dishes for 2 h and non-adherent cells were collected and cultured with 50 ng/ml of GM-CSF and 50 ng/ml of IL-6 in RPMI 1640 medium with 10% fetal bovine serum, 1% MEM non-essential amino acid solution, 1% sodium pyruvate, 1% penicillin–streptomycin–glutamine (all from Gibco, NY, USA), and 2 μl of 2-mercaptoethanol (Sigma-Aldrich, St. Louis, MO, USA) for 7 days at 37°C and 5% CO_2_.

### Flow Cytometry and Cell Sorting

To analyze MDSCs, single-cell suspensions were prepared from peripheral blood, spleens, and hearts. Collected cells were labeled with CD11b (PerCp-cy5.5), Ly6C (FITC), and Ly6G (all from eBioscience, San Diego, CA, USA) and analyzed on BD FACSAria™ II (BD Biosciences). Cell sorting was performed on BD FACSAria™ III Cell Sorter (BD Biosciences).

### CFSE T Cell Proliferation Assays

CD4^+^ T cells were magnetically purified from spleens of WT C57BL/6 mice in accordance with the manufacturer recommendations (Miltenyi Biotec, Auburn, CA, USA). Then, CD4^+^ T cells were stimulated with concanavalin A (ConA; 50 μg/ml; Sigma-Aldrich) and labeled with CFSE (2.5 μM; Invitrogen, USA). A total of 1×10^5^ CFSE-labeled CD4^+^ T cells were co-cultured with G-MDSCs or M-MDSCs at a ratio of 1:1, 2:1, or 4:1 in 96-well round bottom plates. After 3 days, the CFSE signal of gated CD4^+^ T cells was analyzed by flow cytometry on BD FACSAria™ II (BD Biosciences).

### Histological and Immunohistochemical Analysis

Heart specimens were fixed in 10% formalin, embedded in paraffin, and cut into 5-μm sections. Then, sections were deparaffinized and stained with hematoxylin and eosin (H&E) at room temperature. For immunohistochemical staining, sections from heart specimens were incubated with the primary antibody against mTOR and then labeled with fluorescence-conjugated secondary antibodies. Sections were then washed, dried, sealed, and examined under a microscope (Leica, Wetzlar, Germany).

### Quantitative Real-Time PCR

Total RNA was extracted from cells and was subsequently reverse-transcribed using Superscript II reverse transcriptase and random primer oligonucleotides (Vazyme Biotech Co., Ltd., Nanjing, China). Quantitative real-time PCR was performed using HieffTM qPCR SYBR Green Master Mix (Yeasen, Shanghai, China) on an ABI Prism 7900HT (Applied Biosystems, Foster City, CA, USA). The thermocycler conditions included a 2-min incubation at 50°C, followed by an incubation at 95°C for 10 min. This was followed by a two-step PCR program as follows: 15 s at 95°C and 60 s at 60°C for 40 cycles. GAPDH was used as an internal control to normalize the differences in the amount of total RNA in each sample. 

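The mTOR primers for quantitative PCR were matched to the transcripts of the GENCODE M21 annotation of GRCm38, the genome build also called mm10. Mtor (ENSMUSG00000028991) lies on the forward strand of chromosome 4 from 148448611 to 148557683, and the transcript matched has 58 exons. The primer CAGTTCGCCAGTGGACTGAAG matched exon 2 at positions 148452340 to 148452360. The primer GCTGGTCATAGAAGCGAGTAGAC matched exon 3 on the opposite strand at positions 148453036 to 148453058. Exon 2 ends at 148452432 and exon 3 starts at 148453022, so the intron between them lies between the primers. The genotyping primers mTOR common and mTOR wt (Table 1) matched inside that intron, in a shorter annotated transcript that covers part of it, at 148452652 to 148452671 and at 148452887 to 148452906. The mTOR mutant primer matched no annotated transcript. Gapdh (ENSMUSG00000057666) lies on the reverse strand of chromosome 6 from 125161715 to 125166467. Of its primers, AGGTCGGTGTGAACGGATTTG spans the junction of exons 2 and 3, and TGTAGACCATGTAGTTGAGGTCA lies in exon 3. Annotated transcripts of 56 genes held the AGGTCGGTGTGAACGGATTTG site and those of 140 genes held the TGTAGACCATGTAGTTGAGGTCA site, Gapdh included.

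**Figure D1:**
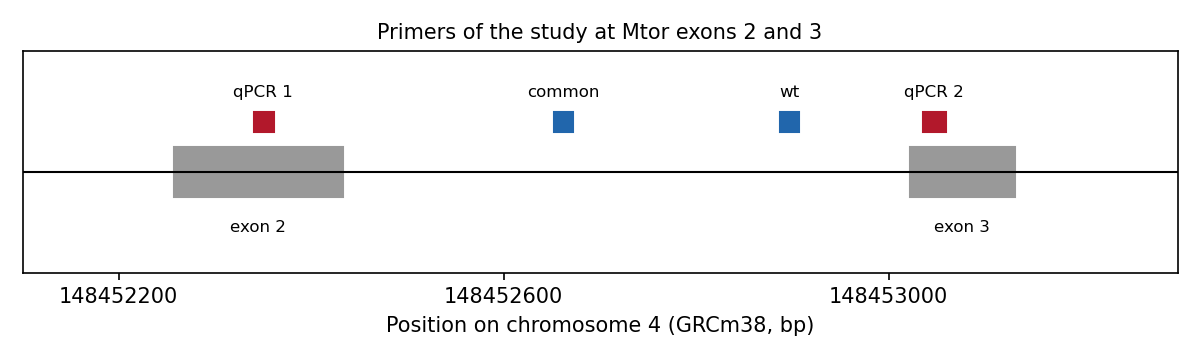
Map of Mtor exons 2 and 3 by position on chromosome 4 in GRCm38 (bp), with exons in grey, the quantitative PCR primers in red and the genotyping primers in blue. The quantitative PCR primers lie in exons 2 and 3, and the genotyping primers common and wt lie in the intron between them.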

The primers for the genes of interest were as follows (5′–3′): mTOR, CAG TTC GCC AGT GGA CTG AAG and GCT GGT CAT AGA AGC GAG TAG AC; GAPDH, AGG TCG GTG TGA ACG GAT TTG and TGT AGA CCA TGT AGT TGA GGT CA.

### Western Blotting

For western blotting analyses, MDSCs sorted using flow cytometry were washed with cold PBS and lysed in RIPA buffer (Sigma-Aldrich) on ice for 30 min. Lysates were centrifuged at 15,000×*g* for 10 min at 4°C. A total of 40 μg of cell protein were separated by sodium dodecyl sulfate-10% polyacrylamide gel electrophoresis and transferred to a nitrocellulose membrane (Millipore, Tullagreen, Ireland). After blocking with TBS and 2% milk for 1 h at room temperature, membranes were incubated overnight at 4°C with the following diluted primary antibodies: Beclin1, Atg5, Atg7, LC3I/II, and β-actin (all from CST, Danvers, MA, USA; dilution: 1:1,000). After extensive washing, membranes were incubated for 1 h at room temperature with the corresponding HRP-coupled secondary antibodies. Immunoreactive proteins were visualized using an ECL reagent.

### Enzyme-Linked Immunosorbent Assay (ELISA)

Serum samples were isolated by centrifuging blood at 1,000×*g* for 10 min at 4°C. The samples were diluted nine times with PBS (pH 7.4). A total of 40 µl of diluted serum sample were placed in each well of the 96-well plate coated with the following antibodies: IL-1β, IFN-γ, TNF-α, and IL-1β. The plate was then incubated with 100 µl of HRP-labeled antibodies for 60 min at 37°C. The reactions were then stopped and the OD values at 450 nm were recorded.

### Electron Microscopy

For electron microscopy analyses, MDSCs were fixed in 2% PFA and 2.5% glutaraldehyde in 0.1 M sodium cacodylate buffer (Sigma-Aldrich; pH 7.4) for 2 h on ice. After three washes with 0.1 M PBS at pH 7.4, the cells were fixed with 1% osmium tetroxide in 0.1 M PBS at pH 7.4 for 2 h. The cells were then dehydrated and embedded in Epon resin following a standard procedure as previously described. Subsequently, 70-nm sections were obtained using an UC7 ultramicrotome (Leica) and stained with uranyl acetate and lead citrate. Cell sections were analyzed using an electron microscope.

### RNA Sequencing and Bioinformatics Analysis

WT and mTOR^−/−^ M-MDSCs were obtained from WT and Lyz-mTOR mice (n = 3). Total RNA samples were isolated using TRIzol (Sigma-Aldrich). RNA quality was determined using the ratios of A260/A280 with a Nanodrop 2000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). RNA samples were further tested using an Agilent 2100 Bioanalyzer (Agilent Technologies, USA). Samples with RIN>7 were selected for sequencing library construction using the (Illumina, USA). The final library was sequenced using an Illumina Novaseq 6000 sequencer. On average, about 20 million 150-bp paired end reads were generated per sample. 

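Table 2 of the paper gives 19.13, 20.07 and 21.33 M raw reads for mTOR-/- replicates 1, 2 and 3, and 21.43, 22.53 and 21.00 M for the WT replicates. The reads that the authors counted on genes were 64.4%, 64.0% and 60.5% of these raw reads in the mTOR-/- libraries. In the WT libraries the shares were 65.6%, 65.5% and 67.8%. Every mTOR-/- library had a lower share than every WT library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Genes with at least 1 count numbered 14709, 14730 and 13889 in the mTOR-/- libraries and 14774, 15120 and 14876 in the WT libraries.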

The raw reads were aligned to the mouse reference genome (version mm10) using Bowtie2 RNASeq alignment software. Then, HTSeq was used to generate read counts for every gene. The read counts were normalized using DESeq2. Subsequently, the normalized read counts were centered and scaled for each gene, generating z-scores (**Table 2**). A Benjamini–Hochberg corrected p-value of <0.05 and fold-change of at least 2 were considered significant. Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses were performed using OmicsBean software.

**Table 2:** Raw data size.

Libraries’ name	Raw bases (G)	Raw reads (M)
L-M1	5.74	19.13
L-M2	6.02	20.07
L-M3	6.40	21.33
WT1	6.43	21.43
WT2	6.76	22.53
WT3	6.30	21.00

1 M raw reads = 0.3 G raw bases.

### Statistical Analysis

Data were analyzed using GraphPad Software (GraphPad Holdings, San Diego, CA, USA). Student’s *t-*test was used to analyze the differences between two groups. One-way ANOVA was used to analyze whether an overall statistically significant change existed using a two-tailed paired or unpaired Student’s *t* test. All analyses were performed at least three times independently and results were expressed as the mean ± SD. A p-value of <0.05 was considered statistically significant.

## Results

### The mTOR Deficiency Enhances Endogenous MDSC Differentiation and the Immunosuppressive Function

After verifying the depletion of mTOR in MDSCs (**Supplementary Figure 1**), we investigated whether mTOR deficiency had an effect on MDSC differentiation and function, spleen- and heart-derived MDSC populations were detected in WT and Lyz-mTOR mice. Flow cytometry analysis showed that heart and spleen CD11b^+^ cell populations from Lyz-mTOR mice were significantly increased (**Figure 1A**). The mTOR deficiency also increased the percentage of M-MDSCs, but decreased the G-MDSC ratio (**Figure 1B**). Moreover, M-MDSCs from Lyz-mTOR mice showed a stronger immunosuppressive function in inhibiting CD4^+^ T cell proliferation than M-MDSCs from WT mice (**Figures 1C, D**). These results suggested that mTOR deficiency enhanced M-MDSC proliferation and the immunosuppressive function *in vivo*.

**Figure 1:**
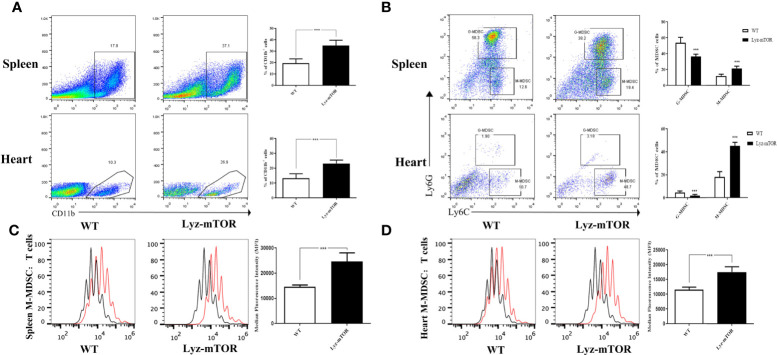
Enhanced M-MDSC differentiation and immunosuppressive function in Lyz-mTOR mice. **(A)** Percentages of CD11b^+^ cells in spleens and hearts from WT and Lyz-mTOR mice. **(B)** Percentages of G-MDSCs and M-MDSCs in spleens and hearts from WT and Lyz-mTOR mice. **(C, D)** CFSE-labeled T cell proliferation pattern was examined using flow cytometry analysis of CFSE dilution in gated CD4^+^ T cells. CFSE MFI represents T cell proliferation, which reflects the immunosuppressive function of G-MDSCs and M-MDSCs in spleens and hearts from WT and Lyz-mTOR mice (n = 5 mice per group, ^***^P < 0.001).

### The mTOR Deficiency Promotes M-MDSC Proliferation and Immunosuppressive Function *In Vitro*

To confirm whether mTOR deficiency has an influence on BM-induced MDSC differentiation and immunosuppressive function *in vitro*, BM samples from WT and Lyz-mTOR mice were harvested for MDSC induction. Flow cytometry analysis indicated that mTOR deficiency dramatically increased the percentage of CD11b^+^ cells (**Figure 2A**) and M-MDSCs, but decreased the G-MDSC ratio (**Figure 2B**) in BM from Lyz-mTOR mice. To determine the role of mTOR in immunosuppressive function of MDSCs, T cell proliferation was elicited using ConA with or without BM-derived MDSC*** from WT and Lyz-mTOR mice. Both mTOR^-/-^ G-MDSCs and M-MDSCs markedly inhibited the proliferative response of CD4^+^ T cells in a dose-dependent manner (**Figures 2C, D**). According to these results, mTOR deficiency shifted the differentiation from G-MDSCs towards M-MDSCs and significantly enhanced the immunosuppressive function of BM-derived G-MDSCs and M-MDSCs *in vitro*.

**Figure 2:**
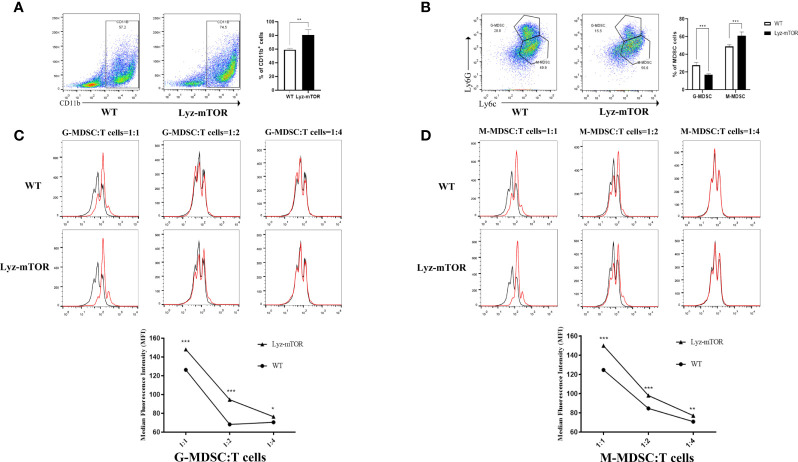
Increased induced M-MDSC ratios and immunosuppressive functions in Lyz-mTOR mice. **(A)** Percentages of CD11b^+^ cells from WT and Lyz-mTOR mouse BM. **(B)** Percentages of G-MDSCs and M-MDSCs from WT and Lyz-mTOR mice. **(C, D)** Induced G-MDSCs and M-MDSCs were co-cultured with T cells stimulated by ConA (G/M-MDSCs: T cells = 1:1, 1:2, and 1:4). CFSE-labeled T cell proliferation pattern was examined using flow cytometry analysis of CFSE dilution in gated CD4^+^ T cells. G/M-MDSCs inhibitory curves were generated (n = 5, ^*^P < 0.05, ^**^P < 0.01, and ^***^P < 0.001).

### The mTOR Deficiency Enhances Intracellular M-MDSC Autophagy Levels

Next, autophagy levels in endogenous and BM-induced M-MDSCs were detected. M-MDSCs from the spleens of WT and Lyz-mTOR mice were harvested and intracellular autophagy-related proteins were examined. Western blot analysis showed that the expression of Beclin1, Atg5, Atg7, and LC3I/II was significantly increased in mTOR^−/−^ M-MDSCs (**Figure 3A**). Accordingly, similar results for the expression of intracellular autophagy-related proteins in BM-induced M-MDSCs with mTOR deficiency (**Figure 3B**) were obtained. Furthermore, electron microscopy was used to investigate the intracellular autophagy levels. More autophagic vacuoles were present in mTOR^-/-^ M-MDSCs than in WT M-MDSCs (**Figure 3C**). This finding demonstrated that mTOR deficiency enhanced intracellular M-MDSC autophagy levels.

**Figure 3:**
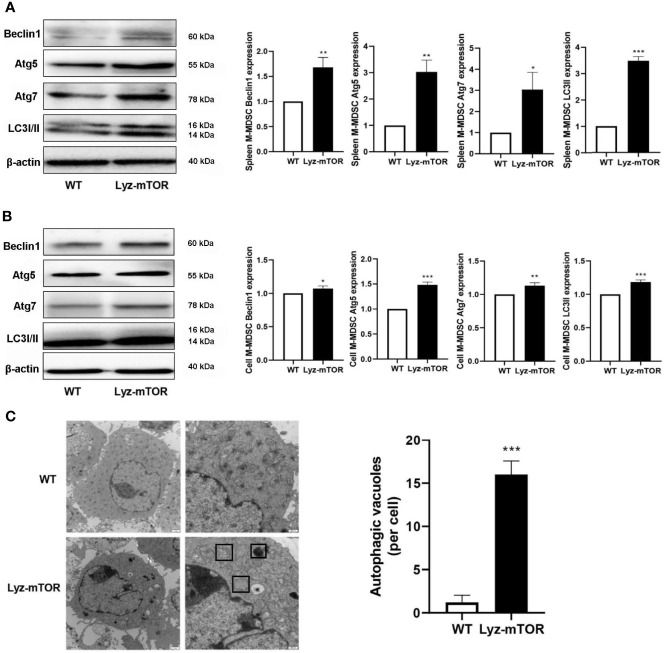
Enhanced autophagy levels in M-MDSCs. **(A, B)** Spleen/induced M-MDSC intracellular autophagy-related proteins, such as Beclin1, Atg5, Atg7, and LC3I/II, were detected by western blot and normalized to β-actin. **(C)** Autophagic vacuoles were evaluated by electron microscopy (n = 5, ^*^P < 0.05, ^**^P < 0.01, and ^***^P < 0.001).

### The mTOR^−/−^ M-MDSCs Have the Potential to Reduce Allograft Rejection

RNA sequencing (RNAseq) was employed to investigate differentially expressed genes (DEGs) between WT and mTOR^−/−^ M-MDSCs. 

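M-MDSCs, the monocytic subset of MDSCs, from bone marrow of WT and Lyz-mTOR mice were compared by RNAseq with 3 libraries per group. The authors deposited the number of reads counted on each of 34745 genes in each library, without normalization, after alignment to mm10. Total counts were 12317507, 12843147 and 12903191 in the mTOR-/- libraries, with a median of 12843147. In the WT libraries they were 14066578, 14768126 and 14247661, with a median of 14247661. Every mTOR-/- total was below every WT total (exact permutation test, two-sided, p = 0.1, the smallest p possible). These totals, not the raw reads of Table 2, are the depth behind the values. A floor of 3 counts was 0.233 to 0.244 CPM, counts scaled to the library total, in the mTOR-/- libraries and 0.203 to 0.213 CPM in the WT libraries. Floors cover counting error only, because reads copied by PCR are not independent molecules. The counts were normalized with edgeR's TMM factors, and 12537 genes passed the filter on low counts of edgeR's filterByExpr. DEGs were genes with an adjusted p under 0.05 and a fold change of at least 2, as in the paper's methods, from edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment. The paper's methods name DESeq2 for the normalization, and DESeq2 was run as an alternative. Fold changes are mTOR-/- over WT. Neither the labels nor the paper's text give a sequencing batch.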

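The 6 libraries were compared over the 12537 tested genes on the log2 CPM scale. Pearson correlations across genes, which are not independent replicates, were 0.978 to 0.981 between WT libraries and 0.952 to 0.973 between mTOR-/- libraries. Between groups they were 0.934 to 0.967. Both correlations of mTOR-/- replicate 3 within its group, 0.955 and 0.952, were inside that range. That of mTOR-/- replicates 1 and 2, 0.973, was above it. Replicates 1 and 2 each correlated more closely with every WT library, at 0.957 to 0.967, than with mTOR-/- replicate 3. The first principal component held 45% of the variance and placed the mTOR-/- libraries at -16.73, -11.09 and -59.72. The WT libraries lay at 31.72, 23.83 and 32.00 on that component. The other component drawn held 22% of the variance and set mTOR-/- replicate 3, at -30.27, apart from mTOR-/- replicates 1 and 2, at 30.94 and 30.50. The groups did not overlap in TMM-normalized CPM for 3560 tested genes, which is 28.4% of them, where chance gives 10%.

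**Figure D2:**
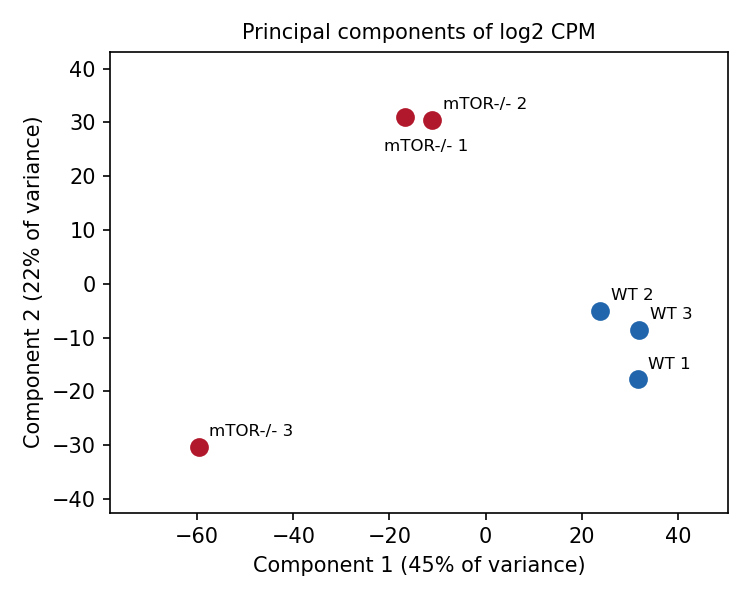
Principal components of log2 CPM for the 6 libraries (axes in component units, with the percent of variance), mTOR-/- in red and WT in blue, each point a library. The mTOR-/- libraries lie below 0 on component 1 and the WT libraries above 0, and mTOR-/- replicate 3 lies apart from the other mTOR-/- libraries on component 2.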

Down-regulated genes were colored blue and up-regulated genes were colored red (**Figure 4A**). The volcano plot showed DEGs up- or down-regulated by mTOR deficiency (**Figure 4B**). 

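Mtor, the targeted gene, had 883, 983 and 908 counts in the mTOR-/- libraries and 980, 875 and 929 counts in the WT libraries. Its log2 fold change was 0.15 (standard error 0.11, adjusted p = 0.442 from edgeR's quasi-likelihood test), so Mtor counts over the whole gene did not separate the libraries by their labels. With each library left out in turn, the log2 fold change of Mtor lay between 0.09 and 0.19. The directions below therefore rest on the labels, and mTOR-/- stands for the libraries labelled so. Lyz2 (ENSMUSG00000069516, chromosome 10, 117277334 to 117282274), a lysozyme gene, was chosen after its values were seen. It had 14675, 11695 and 12718 counts in the mTOR-/- libraries and 32743, 57236 and 50648 in the WT libraries, a log2 fold change of -1.68 (standard error 0.20, adjusted p = 0.00255 from the same edgeR test).
Of the tested genes, 212 were DEGs, with 130 up-regulated and 82 down-regulated in the mTOR-/- libraries. The choice that moved this number most was to use no fold change threshold, which gave 507 genes. The groups did not overlap in any of the 212 DEGs. All 212 were also among the paper's 375 calls, the genes past the same thresholds in the deposited comparison of the groups. In the 6 fits that each left out 1 library, 86 of the 212 were called every time. None of the 212 changed sign, which the lack of overlap all but fixes in advance. The up-regulated genes with the largest changes and a mean of at least 50 counts were H2-Ea-ps, Clec4f, Itgad, Gm10020 and Adgrg5. H2-Ea-ps (ENSMUSG00000036322, chromosome 17, 34342933 to 34344643) had 265, 219 and 270 counts in the mTOR-/- libraries and 0 in each WT library, at least 93.6-fold higher. Clec4f (ENSMUSG00000014542, chromosome 6, 83644542 to 83656187) had 86, 75 and 179 counts in the mTOR-/- libraries and 0 in each WT library, at least 41.9-fold higher. Sequence variants of these genes were not analysed here. The log2 fold changes of Itgad, Gm10020 and Adgrg5 were 6.39, 6.15 and 5.07 (adjusted p = 0.00236, 3.33e-05 and 9.53e-05 from edgeR's quasi-likelihood test). The down-regulated genes chosen in the same way were 2610507I01Rik, Nos2, Col18a1, Fzd1 and Akr1c12. Counts of 2610507I01Rik (ENSMUSG00000085882, chromosome 11, 59199836 to 59202385) were 0, 2 and 0 in the mTOR-/- libraries and 134, 133 and 109 in the WT libraries, at least 37.4-fold lower. Nos2 (ENSMUSG00000020826, chromosome 11, 78920787 to 78960254) was at 0.853 ± 0.395 CPM (SD, n = 3) in the mTOR-/- libraries and 8.78 ± 0.507 CPM (SD, n = 3) in the WT libraries. Its log2 fold change was -3.34 (standard error 0.39, adjusted p = 0.00255, edgeR). The log2 fold changes of Col18a1, Fzd1 and Akr1c12 were -3.06, -2.81 and -2.72 (adjusted p = 0.00731, 0.00927 and 0.0132 from edgeR's quasi-likelihood test). Akr1c12 has close paralogs among which counting can split reads, and its call was kept in 4 of the 6 fits that left out 1 library.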

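Gene sets were taken from the annotation that the authors deposited beside the counts, and the 212 DEGs were tested in them against the 12537 tested genes with Fisher's exact test (one-sided, over-representation). Adjusted values cover 6 sets fixed before the data were examined. The paper names or shows these sets from the same libraries, so their enrichment here is no independent test. The GO term T cell receptor binding held 11 tested genes and 3 DEGs, 16.1 times the number expected by chance (one-sided Fisher's exact test, p = 0.000712, adjusted p = 0.000854). These DEGs were the MHC class I genes H2-Q1, H2-Q2 and H2-Q7 of chromosome 17, whose near-identical sequences make the division of reads among them uncertain. H2-Q1 (ENSMUSG00000079507, 35320405 to 35325099) had 44, 47 and 67 counts in the mTOR-/- libraries and 2, 3 and 2 in the WT libraries, at least 19.5-fold higher. H2-Q2 (ENSMUSG00000091705, 35342242 to 35346762) had 19, 22 and 37 counts in the mTOR-/- libraries and 0 in each WT library, at least 9.62-fold higher. H2-Q7 (ENSMUSG00000060550, 35439155 to 35443773) changed the other way, at 55.9 ± 22.7 CPM (SD, n = 3) in the mTOR-/- libraries and 118 ± 12.7 CPM (SD, n = 3) in the WT libraries. Its log2 fold change was -1.07 (standard error 0.24, adjusted p = 0.0414 from edgeR's quasi-likelihood test). The alternative that lowered this enrichment most was the filter of at least 10 counts in every sample, which left 1 DEG in the set (fold 7.38, one-sided Fisher's exact test, adjusted p = 0.128). With limma's camera test on all tested genes, T cell receptor binding was not past the threshold (adjusted p = 0.291).
Among the other GO terms of Figure 4C, MHC class II protein complex held 9 tested genes and 5 DEGs, 32.9 times the number expected (one-sided Fisher's exact test, p = 1.57e-07, adjusted p = 9.44e-07). All 5, Cd74, H2-Aa, H2-Ab1, H2-DMb2 and H2-Eb1, were up-regulated. Cd74 (ENSMUSG00000024610, chromosome 18, 60803848 to 60812646) was at 383 ± 52.6 CPM (SD, n = 3) in the mTOR-/- libraries and 169 ± 64.0 CPM (SD, n = 3) in the WT libraries. Its log2 fold change was 1.18 (standard error 0.26, adjusted p = 0.0374 from edgeR's quasi-likelihood test). Neutrophil chemotaxis held 57 tested genes and 8 DEGs, 8.30 times the number expected (one-sided Fisher's exact test, p = 4.75e-06, adjusted p = 9.50e-06). Of these, Amica1, Ccr7, Cd74, Ednra, Il1b and Nod2 were up-regulated, and Ccl2 and Ccl7 were down-regulated. Their adjusted p lay between 0.0176 and 0.0461 (edgeR's quasi-likelihood test). When each library was left out in turn, the fold of neutrophil chemotaxis lay between 0 and 6.07, and it passed the threshold in 1 of the 6 fits. The camera test also left it short of the threshold (adjusted p = 0.148). Over all 7217 GO terms with at least 5 tested genes, 204 had an adjusted p under 0.05, and T cell receptor binding ranked 173 among them (one-sided Fisher's exact test, adjusted p = 0.0295). In that scan MHC class II protein complex ranked 16 and neutrophil chemotaxis 43 (adjusted p = 7.10e-05 and 0.000797, one-sided Fisher's exact test).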

GO enrichment analysis identified the main DEG functions, including T cell receptor binding (**Figure 4C**). Furthermore, DEG KEGG pathways showed that allograft rejection is involved in the KEGG pathways (**Figure 4D**), implying that mTOR^-/-^ M-MDSCs might have a role in suppressing T cell activation and reducing rejection in organ transplantation.

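The KEGG pathway allograft rejection held 30 tested genes and 7 DEGs, 13.8 times the number expected by chance (one-sided Fisher's exact test, p = 5.24e-07, adjusted p = 1.57e-06). Among 283 KEGG pathways with at least 5 tested genes, 34 had an adjusted p under 0.05 and allograft rejection ranked 7 (adjusted p = 2.12e-05, one-sided Fisher's exact test). The 7 DEGs were the MHC class II genes H2-Aa, H2-Ab1, H2-DMb2 and H2-Eb1 and the class I genes H2-Q1, H2-Q2 and H2-Q7, all on chromosome 17. H2-Aa (ENSMUSG00000036594, 34282744 to 34287827) was at 189 ± 25.3 CPM (SD, n = 3) in the mTOR-/- libraries and 53.0 ± 27.3 CPM (SD, n = 3) in the WT libraries. Its log2 fold change was 1.83 (standard error 0.34, adjusted p = 0.0217 from edgeR's quasi-likelihood test). H2-Ab1 (ENSMUSG00000073421, 34263209 to 34269418) was at 169 ± 9.58 CPM (SD, n = 3) in the mTOR-/- libraries and 57.5 ± 16.2 CPM (SD, n = 3) in the WT libraries, a log2 fold change of 1.56 (standard error 0.19, adjusted p = 0.00287, edgeR). H2-DMb2 (ENSMUSG00000037548, 34143307 to 34151553) was at 22.6 ± 6.42 CPM (SD, n = 3) in the mTOR-/- libraries and 8.43 ± 2.63 CPM (SD, n = 3) in the WT libraries, a log2 fold change of 1.42 (standard error 0.27, adjusted p = 0.0239, edgeR). H2-Eb1 (ENSMUSG00000060586, 34305877 to 34316199) was at 153 ± 12.7 CPM (SD, n = 3) in the mTOR-/- libraries and 43.6 ± 20.6 CPM (SD, n = 3) in the WT libraries, a log2 fold change of 1.81 (standard error 0.31, adjusted p = 0.0145, edgeR).
Of the MHC class II genes and their regulators Cd74 and Ciita, 10 were tested, and 8 were higher and 2 lower in the mTOR-/- libraries. Of these, 6 were DEGs, all up-regulated, and 7 had an adjusted p under 0.05 when adjusted over this list alone. Their mean log2 CPM was 5.62 ± 0.054 (SD, n = 3) in the mTOR-/- libraries and 4.59 ± 0.48 (SD, n = 3) in the WT libraries (exact permutation test, two-sided, p = 0.1, the smallest p possible). Without the MHC class II genes, allograft rejection kept 3 DEGs of 22 tested genes (fold 8.29, one-sided Fisher's exact test, adjusted p = 0.00643). These 3 were H2-Q1, H2-Q2 and H2-Q7, the DEGs of T cell receptor binding, whose division of reads is uncertain. They were not counted as 1 gene, so this is not support from separate loci. Neither a strain variant of the H2 genes nor a different mixture of cells was excluded for the DEGs of this pathway. The alternative that moved this enrichment furthest below its threshold was limma's camera test, which takes all tested genes in place of the DEGs (adjusted p = 0.592). The paper reasons from the presence of allograft rejection among the KEGG pathways of the DEGs, and proposes that mTOR-/- M-MDSCs might have a role in suppressing T cell activation and reducing rejection.

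**Figure D3:**
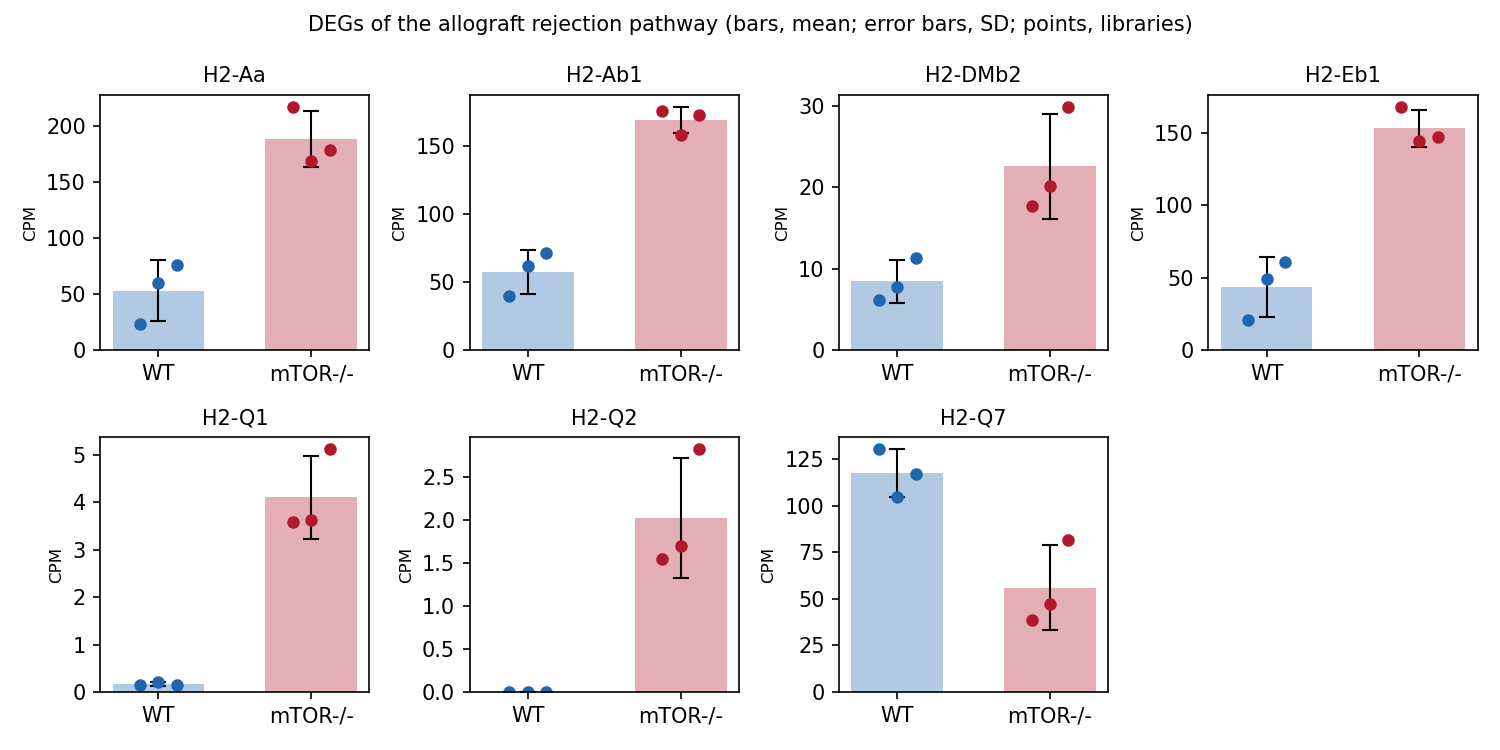
TMM-normalized CPM of the 7 DEGs of the allograft rejection pathway in the WT and mTOR-/- libraries, with bars for the mean, error bars for the SD (n = 3) and points for the libraries. In 6 of the genes every mTOR-/- library lies above every WT library, and in H2-Q7 every mTOR-/- library lies below.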

**Figure 4:**
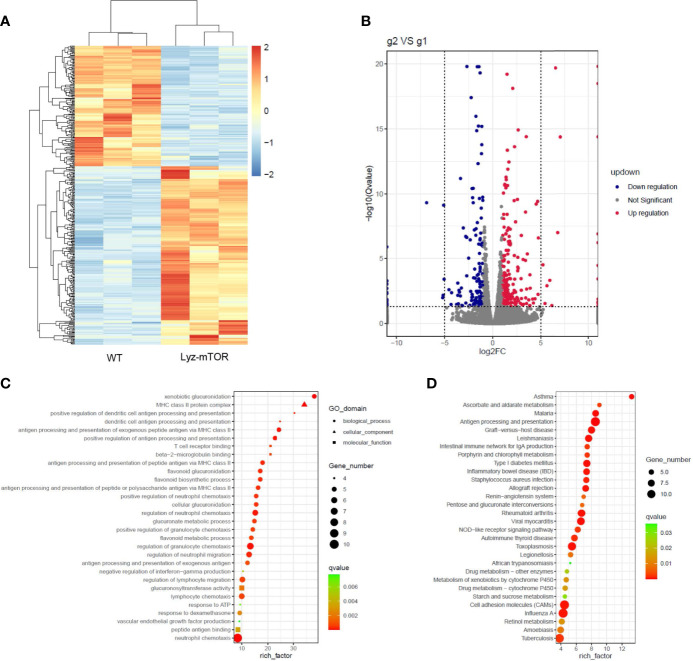
RNAseq analysis of WT and mTOR^−/−^ M-MDSCs: DEGS, GO enrichment, and KEGG pathway. **(A)** DEG heat map. **(B)** DEG volcano plot. **(C)** DEG GO enrichment analysis, including biological process, cellular component, and molecular function. **(D)** Main KEGG pathways (n = 3 per group).

### The mTOR^−/−^ M-MDSC Significantly Prolongs Cardiac Allograft Survival

To verify the RNAseq results, BALB/c to B6 cervical cardiac transplantation mouse models were established with the infusion of WT or mTOR^-/-^ M-MDSCs into the recipient mice. mTOR^−/−^ M-MDSC treatment significantly extended cardiac allograft survival compared to WT M-MDSCs (**Figure 5A**). ELISA was then employed to examine the inflammatory cytokines in the recipient serum samples and found that IFN-γ, TNF-α, IL-6, and IL-1β levels were all markedly downregulated in allogeneic HTx mice treated with mTOR^−/−^ M-MDSCs compared to the WT M-MDSC treatment (**Figure 5B**). In addition, H&E staining showed that mTOR^-/-^ M-MDSCs improved inflammatory cell infiltration and tissue damage in the hearts of allogeneic HTx mice (**Figure 5C**). These results indicated that mTOR^-/-^ M-MDSCs had a better potency in extending allograft survival, reducing inflammatory cytokines, and protecting tissues.

**Figure 5:**
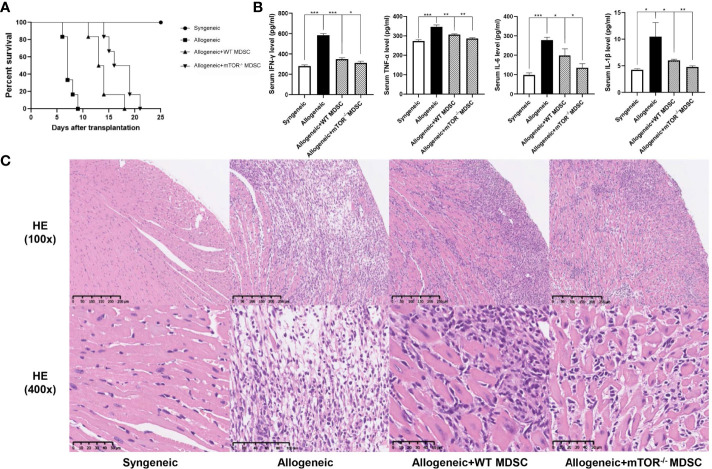
Infusion of mTOR^−/−^ M-MDSCs protected cardiac transplantation allografts. **(A)** Cardiac transplantation allograft survival rates. **(B)** ELISA analysis of IFN-γ, TNF-α, IL-6, and IL-1β in different groups. **(C)** H&E heart staining (n = 5, ^*^P < 0.05, ^**^P < 0.01, and ^***^P < 0.001).

### The mTOR^−/−^ M-MDSC-Induced Immune Tolerance in HTx Mice

Recipient mouse T cell status was then measured to investigate the protective function of mTOR^−/−^ M-MDSCs. Flow cytometry analysis demonstrated that the proportions of CD4^+^ and CD8^+^ T were decreased, while Treg populations were greatly increased in the peripheral blood, spleens, and hearts of mTOR^−/−^ M-MDSC-treated HTx mice (**Figures 6A–C**). Similar results were observed by immunohistochemistry analysis (**Figure 6D**). Together, these results suggested that infusion of mTOR^−/−^ M-MDSCs ameliorated T cell response and favor Tregs.

**Figure 6:**
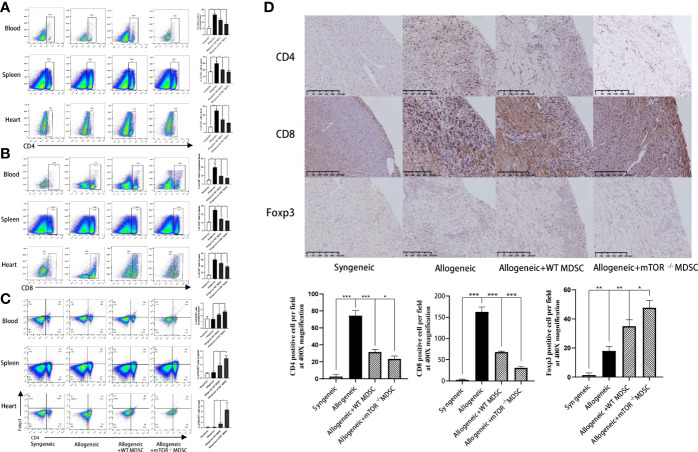
Infusion of mTOR^−/−^ M-MDSCs reduced CD4^+^ and CD8^+^ T cells and increased Tregs in blood, spleen, and heart. **(A)** Proportion of CD4^+^, CD8^+^ T cells, and Foxp3^+^ Tregs in blood. **(B)** Proportion of CD4^+^, CD8^+^ T cells, and Foxp3^+^ Tregs in spleen. **(C)** Proportion of CD4^+^, CD8^+^ T cells, and Foxp3^+^ Tregs in heart. **(D)** CD4, CD8, and Foxp3 immunohistochemistry staining in cardiac allograft with semi-quantification analysis (400×; n = 5, ^*^P < 0.05, ^**^P < 0.01, and ^***^P < 0.001).

## Discussion

The mTOR is an evolutionary conserved serine-threonine kinase that senses various environmental stimuli in most cells primarily to control cell growth, cellular proliferation, and immunosuppressive function (19). In TME, mTOR activity in a subset of cells within the tumor mass can mediate MDSC accumulation (20). Welte et al. have found that oncogenic mTOR signaling recruits MDSCs to promote tumor initiation (21). Our previous study indicated that using rapamycin to inhibit the mTOR signaling pathway in MDSCs increases cell immunosuppressive function in AKI mouse models (13). However, whether mTOR regulates MDSCs in organ transplantations remains unclear. Thus, cervical cardiac transplantation models were used to investigate the function of mTOR-deficient M-MDSCs and to analyze mTOR regulation in MDSC proliferation and differentiation.

The present study used lyz-Cre-mTOR-flox mice to reveal the function of mTOR deficiency in myeloid cells, in which cells from other sources could still synthesize mTOR. The mTOR deficiency increased the proportion of endogenous M-MDSCs, while decreasing G-MDSCs in the spleens and hearts of Lyz-mTOR mice. Because G-MDSCs are considered to be immature MDSCs (1), it seems that mTOR deletion may have a role in promoting G-MDSC differentiation to M-MDSCs. Research also indicates that mTOR deficiency may result in more recruitment of myeloid-derived cells into organs. Results were similar to those in the present study in rapamycin-treated mice, as the total MDSC population in spleens was increased (12). In addition, spleen and heart M-MDSCs were isolated from WT and Lyz-mTOR mice and co-cultured with CFSE-labeled T cells to evaluate the immunosuppressive function of endogenous mTOR^−/−^ M-MDSCs. Both M-MDSC sources had a stronger suppressive function in inhibiting T cell proliferation, indicating that mTOR deficiency enhanced the immunosuppressive function of M-MDSCs. Our results are consistent with another study, which demonstrated the increased number of M-MDSCs from spleens of rapamycin-treated HTx mice and enhanced immunosuppressive ability to inhibit CD4^+^ T cell proliferation (12). However, Wu et al. have reported a contradictory conclusion that inhibition of mTOR by rapamycin inhibited the number and function of M-MDSCs in the spleen of alloskin-grafted mice, although the proportion of M-MDSCs in alloskin was not investigated (16). The discrepancy in mTOR inhibition in M-MDSCs may depend on microenvironment specificity in different disease models. Sun et al. have demonstrated that M-MDSCs with a high expression of CCR9 became the predominant type after MDSCs accumulated in the endometrium, resulting in the inhibition of autologous T cell activity in an immunoinflammatory microenvironment (22). This study suggested that immune cell migration from lymphoid organs to target tissues may largely rely on the expression of surface chemokine receptors, which can be recruited by their chemokine ligand secreted in the microenvironment. Nevertheless, further study on MDSC function is still needed.

Inhibition of the amino acid-responsive mTOR kinase complex is a key signal for autophagosome biogenesis, primarily through activation of the ULK kinase complex that occurs in conjunction with that of the PIK3C3-BECN1-Atg14 complex (23). Tumor-infiltrating autophagy-deficient M-MDSCs demonstrated impaired suppressive activity *in vitro* and *in vivo*, whereas M-MDSCs exhibited impaired lysosomal degradation, thereby enhancing surface expression of MHC class II molecules and resulting in efficient activation of tumor-specific CD4^+^ T cells (17). In addition, degradation of cytoplasmic components through starvation-induced autophagy regenerates amino acids that are used in the tricarboxylic acid cycle to produce energy that the cells need to survive, thus allowing them to avoid death  (24). The present study found that the intracellular autophagy levels were up-regulated in mTOR-deficient M-MDSCs, which explained the enhanced cell differentiation and immunosuppressive function.

A previous study has demonstrated that using rapamycin in mouse cardiac transplantation models enhanced the proliferation of MDSCs, which prolonged allograft survival (12). However, the rapamycin action mechanism remains unclear. Thus, RNAseq was used to investigate the potential function of mTOR-deficient M-MDSCs. KEGG pathway analysis showed that induced M-MDSCs from Lyz-mTOR mice might have a role in preventing allograft rejection. Based on these analysis results, Lyz-mTOR mouse BM was used to induce mTOR^−/−^ M-MDSCs, which were then infused into cardiac transplantation recipient mice. The results showed that mTOR^−/−^ M-MDSCs did not only prolong allograft survival, but also reduced T cell infiltration and increased Treg populations in the allografts. However, the molecular mechanism involved in the prone differentiation of M-MDSCs with mTOR deficiency genetically remains unclear. Recently, Yo et al. have shown that a combined inhibition of glutamine metabolism and mTOR significantly suppressed CD4^+^ T cell activation-mediated arthritis in mice better than each monotherapy, implying the essential role of cellular metabolism in immune cell mTOR signaling (25). Another study reported that inhibition of mTOR activity by SIRT1- and HIF-1α-associated metabolism participated in regulating the differentiation and function of Th9 cells (26). Both studies focusing on cellular metabolism are concordant with our data analyzed by RNAseq to some extent, showing that retinol, ascorbate, and aldarate metabolism might be involved in mTOR-mediated MDSC differentiation. 

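In the RNAseq data, the KEGG pathway retinol metabolism held 21 tested genes and 5 DEGs, 14.1 times the number expected by chance (one-sided Fisher's exact test, p = 2.15e-05, adjusted p = 3.23e-05). Ascorbate and aldarate metabolism held 12 tested genes and 3 DEGs, 14.8 times the number expected (one-sided Fisher's exact test, p = 0.000937, adjusted p = 0.000937). Over all 283 KEGG pathways scanned, these pathways ranked 10 and 25 (adjusted p = 0.000609 and 0.0106, one-sided Fisher's exact test). All DEGs of both pathways were up-regulated in the libraries labelled mTOR-/-. Adh7 (ENSMUSG00000055301, chromosome 3, 138217760 to 138233382) and Aldh1a2 (ENSMUSG00000013584, chromosome 9, 71215789 to 71296243) belong to retinol metabolism alone. Adh7 was at 2.94 ± 0.798 CPM (SD, n = 3) in the mTOR-/- libraries and 0.631 ± 0.0579 CPM (SD, n = 3) in the WT libraries, a log2 fold change of 2.20 (standard error 0.49, adjusted p = 0.0416 from edgeR's quasi-likelihood test). Aldh1a2 was at 17.8 ± 1.25 CPM (SD, n = 3) in the mTOR-/- libraries and 6.30 ± 2.93 CPM (SD, n = 3) in the WT libraries, a log2 fold change of 1.49 (standard error 0.33, adjusted p = 0.0393, edgeR). The other DEGs of both pathways were Ugt1a1, Ugt1a6b and Ugt1a10, which overlap at the Ugt1a locus of chromosome 1 and share their last exons, so that counting can split or drop their reads. Ugt1a6b (ENSMUSG00000090145, 88103252 to 88219003) was at 48.5 ± 7.18 CPM (SD, n = 3) in the mTOR-/- libraries and 7.69 ± 0.41 CPM (SD, n = 3) in the WT libraries, a log2 fold change of 2.66 (standard error 0.16, adjusted p = 9.53e-05, edgeR). The log2 fold changes of Ugt1a1 and Ugt1a10 were 4.69 and 1.19 (adjusted p = 0.0142 and 0.0193 from edgeR's quasi-likelihood test). Of 8 tested Ugt1a genes all were higher in the mTOR-/- libraries, with a mean log2 fold change of 1.92, and 6 had an adjusted p under 0.05 over this list alone against 4 over all genes. With the Ugt1a genes counted as 1 gene, retinol metabolism stayed past the threshold (fold 11.2, one-sided Fisher's exact test, adjusted p = 0.00265) and ascorbate and aldarate metabolism did not (fold 8.52, adjusted p = 0.112). The other DEGs behind that retinol result, Adh7 and Aldh1a2, were called in 0 and 1 of the 6 fits that each left out 1 library.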

The exact mechanism requires further verification and study.

In conclusion, the present study found that mTOR deficiency enhanced the immunosuppressive function of M-MDSCs both *in vitro* and *in vivo*, which might be correlated with the increased levels of intracellular autophagy. In addition, mTOR-deficient M-MDSCs prolonged cardiac allograft survival and induced immune tolerance by increasing Treg population. These findings explained the function of mTOR in MDSCs, demonstrated that mTOR^−/−^ M-MDSCs had a stronger immunosuppressive ability, and suggested that infusing with mTOR^−/−^ M-MDSCs reduced allograft rejection and induce immune tolerance. These results might be of benefit for clinical translation of cell therapy in organ transplantation.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The name of the repository and accession number can be found below: National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO), https://www.ncbi.nlm.nih.gov/geo/, GSE167594.

## Ethics Statement

The animal study was reviewed and approved by Animal Ethical Committee of Zhongshan Hospital, Fudan University.

## Author Contributions

YZ and RR conceived the project, designed the project and approved the final manuscript. JWL drafted the manuscript. JWL, JC, MZ, CZ, YQ and JJL conducted the experiments. RW and TY analyzed RNAseq data. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the National Key R&D Program of China (2018YFA0107501 to RR), National Natural Science Foundation of China (81400688 to YZ, 81770747 and 81970646 to RR).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

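RNA from M-MDSCs of WT and Lyz-mTOR mice was sequenced, with 3 libraries per group. The condition and replicate number of each library were taken from the labels of the deposited samples and from Table 2 of the paper. The authors aligned the reads to mm10 with Bowtie2 and deposited whole-number counts of reads per gene, which the paper's methods attribute to HTSeq. The paper's text gives no versions, annotation release or strand setting for the counting, so overlapping and antisense genes may share reads. The authors also deposited FPKM values for each library, whose gene lengths and library totals are not stated. No result rests on these FPKM values. A comparison of the groups that the authors deposited lists 16850 genes with the mean FPKM per group, the log2 of their ratio, and a p-value with its adjusted q-value. The deposited log2 values equal the ratio of the group means of FPKM. That deposited comparison is named after edgeR, while the paper's methods name DESeq2. It served to count how many of the 212 DEGs were also called by the authors, for the values marked as the paper's, and as a background in alternatives. The files hold 36 columns with per-sample values, of which 24 were not used: they repeat the same count and FPKM columns in the other tables.

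Counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by edgeR's filterByExpr with its minimum count of 10 and minimum total count of 15, which left 12537 of 34745 genes. Normalization was by TMM, and the factors lay between 0.986 and 1.01. Groups were compared with edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment, at an adjusted p of 0.05 and a fold change of 2, without a block, since the paper names none. The biological coefficient of variation was 19%. Standard errors of the log2 fold changes come from the same edgeR fit. A fold against a group with at most 3 counts in every library was computed against 3 counts and is a lower bound. Log2 CPM for the comparison of libraries was computed with a prior count of 2. The smallest p of an exact permutation test of 3 libraries against 3 is 0.1.

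The method was tested on simulated data. Counts of 12537 genes were drawn with means, dispersions and library sizes estimated from the real libraries. Of these genes, 200 were changed by known folds, all well above the fold change threshold and none in a gene of low mean CPM. The method called 209 genes, recovered 99% of the changed genes, and 5.3% of its calls were false. This recovery does not cover changes near the threshold, such as that of Cd74, or genes at low CPM, such as Adh7. With no gene changed it called 0 genes.

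Gene sets were the GO terms and KEGG pathways that the deposited annotation lists for each gene. Over-representation of the DEGs was tested with Fisher's exact test (one-sided) against the tested genes, with Benjamini-Hochberg adjustment over the 6 sets that the paper names or shows. A scan of all terms with at least 5 tested genes was adjusted within GO and within KEGG.

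The genes named in the text were chosen by a rule written before the data were examined. They are the 5 up-regulated and 5 down-regulated DEGs with the largest changes, a mean of at least 50 counts and no overlap between groups, the DEGs of the 6 gene sets, the members of the gene families, Mtor and the genes the paper names. Genes named outside this rule are marked where they appear. Positions of genes are those of the deposited tables on mm10. Primers were matched exactly to the transcripts of GENCODE M21 on GRCm38. Of the gene identifiers in the count table, 98.6% were found in that annotation, and 80.8% of those had the same start and end.

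The alternatives tried were DESeq2's Wald test, edgeR's exact test, RLE and upper-quartile normalization, no filter on low counts, at least 10 counts in every sample, no fold change threshold, each library left out in turn, and the replicate number as a block. For the gene sets they also included another background, up-regulated or down-regulated genes alone, limma's camera test, the sets without the MHC class II genes, and the Ugt1a genes counted as 1 gene. The replicate numbers that pair the libraries in the block come from the sample labels. Added after the counts had been examined were corrections for GC content and gene length, the authors' calls in place of the DEGs, a background of annotated genes, and edgeR's exact test without a filter. Sequencing reads were not used here, so exon-level counts of Mtor and sequence variants were not analysed here.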

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

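The tests of library depth, of a mislabelled sample and of clusters of DEGs along the genome were chosen only after the counts had been seen, and the test of the regions around Mtor and Lyz2 was chosen before. Genes with at least 50 counts in every library of one group and at most 3 counts in every library of the other are listed here, because the paper does not discuss them. H2-Ea-ps was at least 93.6-fold higher in the libraries labelled mTOR-/-, Clec4f at least 41.9-fold higher, Capn11 at least 28.8-fold higher and Greb1l at least 27.5-fold higher. The gene 2610507I01Rik was at least 37.4-fold lower in these libraries. Each of these differences was seen in 6 of 6 libraries.

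Library depth was weighed by scaling the level of each gene to the shallowest library of the group that lacked it. The lowest count so expected was 81.3, against a floor of 3 counts. The choice of genes with at least 50 counts in every library of one group fixes this in advance, given the similar library totals, so it is no independent test of depth. For a mislabelled sample, 0 of the 6 libraries correlated most closely with a library of the other group over the genes that were not called. That test cannot see an exchange of the labels of both whole groups. Mtor counts over the whole gene did not separate the groups, and whether they fall when floxed exons are lost was not tested. Lyz2, taken here as the locus of the Cre and chosen after its values were seen, had 11695 to 14675 counts in the libraries labelled mTOR-/- and 32743 to 57236 in the WT libraries. Whether this follows from the Cre was not tested, so an exchange of both groups was not settled. The authors' normalization plays no part, since these are unnormalized counts.

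The sample labels give C57BL/6 as the strain of all 6 libraries. The paper's WT mice were purchased, while its Lyz-Cre and mTOR-flox mice came from another institute, and a strain variant left from that colony may give counts in one group alone. If whole segments of another strain's genome were carried, DEGs would lie near one another. Within 1 Mb of another DEG of another gene family lay 63 of the 212 DEGs, against a median of 60 over 1000 random lists of the same expression, and the share of lists with as many was 0.397. Within 10 Mb of Mtor or Lyz2, 6 of 238 tested genes were DEGs, or 2.52%, against 1.67% elsewhere (one-sided Fisher's exact test, p = 0.216). Neither difference was past 0.05, but neither test can see a variant at a single gene. None of the genes listed above as absent in one group lies on chromosome 4 with Mtor or on chromosome 10 with Lyz2. A segment around either locus would not hold them, so the test within 10 Mb does not bear on these genes. The test within 1 Mb also passes over neighbours of the same family, so it cannot see a segment whose DEGs are H2 genes. In the H2 region of chromosome 17, 7 of 19 tested protein-coding H2 genes were DEGs, or 36.8%, against 1.58% of protein-coding genes elsewhere that are not H2 genes. Sequence variants were not analysed here. Reads shared with paralogs or pseudogenes were not tested for these genes. Of the genes listed above as absent in one group, only H2-Ea-ps lies in the H2 region, and Capn11 lies on chromosome 17 outside it. For H2-Ea-ps, a strain variant of the gene or of the region cannot be told apart from an effect of the deletion of Mtor. For Clec4f, Capn11, Greb1l and 2610507I01Rik, a strain variant at the gene itself cannot be told apart from such an effect. For Capn11, neither can a longer segment of chromosome 17 that also holds the H2 region.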

How the results depend on the processing

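The alternatives were chosen before the data were examined unless stated. The number of DEGs, 212, rose to 357 with DESeq2 (220 up and 137 down), to 379 with edgeR's exact test (241 up and 138 down), and to 507 without a fold change threshold (273 up and 234 down). It was 346 with edgeR's exact test and no filter on low counts, an alternative chosen after seeing the data. All 212 were among the DESeq2 calls and among the exact-test calls. RLE normalization gave 211 genes (3 of the 212 were lost), upper-quartile normalization 215 (0 lost), no filter on low counts 274 (4 lost), and at least 10 counts in every sample 194 (42 lost). Across the 6 fits that each left out 1 library, the number lay between 114 and 229, with 61 to 132 up and 51 to 97 down. In these fits 46 to 107 of the 212 were lost, and without a WT library 98 to 107. The number fell furthest, to 114, without WT replicate 2. The cause was not tested.

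With the replicate number as a replicate block, 164 genes were called, and 156 of them were shared with the fit without it. With the replicate block and a correction for GC content and gene length, chosen after seeing the data, the number was 165. The deviations of same-numbered libraries from their group means correlated at -0.076, -0.025 and -0.061, and these libraries are different animals. Under the replicate block the fold of T cell receptor binding was 20.8, of MHC class II protein complex 42.5, of neutrophil chemotaxis 5.36, of allograft rejection 17.8, of ascorbate and aldarate metabolism 19.1 and of retinol metabolism 14.6.

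Among the gene sets, all 6 stayed past the threshold with DESeq2, edgeR's exact test, RLE and upper-quartile normalization, no filter, no fold change threshold, all listed genes as background, and up-regulated genes alone. With the down-regulated genes alone none did: the fold was 13.9 for T cell receptor binding, 5.36 for neutrophil chemotaxis, 5.10 for allograft rejection, and 0 for MHC class II protein complex, for ascorbate and aldarate metabolism and for retinol metabolism. This follows from the directions, since most DEGs of these sets were up-regulated. With at least 10 counts in every sample, T cell receptor binding fell to a fold of 7.38, because that filter removed H2-Q1 and H2-Q2. With limma's camera test, the adjusted p was 0.291 for T cell receptor binding, 0.148 for neutrophil chemotaxis and 0.592 for allograft rejection. These were above 0.05, and the cause was not tested. The camera test was past the threshold for the other sets. Its adjusted p was 8.85e-07 for MHC class II protein complex, 4.72e-06 for ascorbate and aldarate metabolism and 6.54e-05 for retinol metabolism. Its direction was down for T cell receptor binding and up for the other sets. Over all alternatives of each set the adjusted p ranged from 4.51e-06 to 0.291 for T cell receptor binding, from 3.80e-06 to 1 for neutrophil chemotaxis and from 1.50e-09 to 0.592 for allograft rejection. With the Ugt1a genes counted as 1 gene, the fold of ascorbate and aldarate metabolism was 8.52 and no longer past the threshold.

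Across the 6 fits that each left out 1 library, the fold lay between 9.70 and 25.2 for T cell receptor binding, 12.5 and 47.4 for MHC class II protein complex, 0 and 6.07 for neutrophil chemotaxis, 7.47 and 20.8 for allograft rejection, 8.32 and 17.8 for ascorbate and aldarate metabolism, and 5.10 and 10.19 for retinol metabolism. Without WT replicate 2, none of the 6 sets was past the threshold. T cell receptor binding also fell short without WT replicate 3 (adjusted p = 0.118, one-sided Fisher's exact test), and ascorbate and aldarate metabolism without WT replicate 1 (adjusted p = 0.137, one-sided Fisher's exact test). Neutrophil chemotaxis was past it only without mTOR-/- replicate 3. The mean log2 fold change of the Ugt1a genes lay between 1.56 and 3.33. The cause was not tested.

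Mtor kept its direction and stayed short of the threshold under every alternative run, with a log2 fold change from 0.09 to 0.19. The mean log2 fold changes of the MHC class II genes and of the autophagy genes kept their direction throughout. For 47 single genes, 309 comparisons that kept all libraries gave the same direction and side of the threshold in 290, while 5 became weaker, 11 stronger and 3 reversed. Of 282 comparisons that left out 1 library, 192 were the same, 82 became weaker, 3 stronger and 5 reversed. The filter of at least 10 counts in every sample gave no value for the genes it removed. Reversed directions were those of 1 Itgam record, H2-DMb1 and Ugt1a5. The Itgam record ENSMUSG00000108596, which overlaps the other Itgam record, had a log2 fold change of -0.0055 without a filter, -0.00048 with at least 10 counts in every sample, -0.10 with the replicate block, and -0.24 to 0.32 across the fits that left out 1 library. In those fits H2-DMb1 lay between -0.13 and 0.015 and Ugt1a5 between -0.89 and 8.64. At this depth, the changes of H2-Q1, H2-Q2 and Ednra, with at most 3 counts in every WT library, are known only as lower bounds.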

Differences from the paper's values

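The paper's Figure 4 plots a value called rich factor, which its text does not define, and it is set here beside the fold over the number of DEGs expected by chance. For allograft rejection the paper's value is about 7.2 in Figure 4D, read by eye, and the value here is 13.8. Alternatives set before the data were examined that came within 1.5 times of it were DESeq2 (9.36), edgeR's exact test (8.82), no fold change threshold (9.07), down-regulated genes only (5.10), the sets without MHC class II genes (8.29), and the fits without mTOR-/- replicate 1 (10.44) and without WT replicate 2 (7.47). The other alternatives set before the data were examined did not. With the authors' calls and all listed genes as background the fold was 8.06, an alternative chosen after seeing the values.

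For ascorbate and aldarate metabolism the paper's value is about 9.0 in Figure 4D, read by eye, and the value here is 14.8. Alternatives set before the data were examined that came within 1.5 times of it were DESeq2 (8.78), edgeR's exact test (8.27), at least 10 counts in every sample (13.1), no fold change threshold (8.24), the Ugt1a genes counted as 1 gene (8.52), and the fits without mTOR-/- replicate 1 (13.0), without WT replicate 1 (8.32) and without WT replicate 2 (9.34). The others did not. The authors' calls with all listed genes as background gave 9.63, and tested genes with a KEGG annotation as background gave 12.5, both chosen after seeing the values.

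For retinol metabolism the paper's value is about 4.2 in Figure 4D, read by eye, and the value here is 14.1. Of the alternatives set before the data were examined, only the fit without WT replicate 2 (5.10) came within 1.5 times of it. With DESeq2 the fold was 8.36. The authors' calls with all listed genes as background gave 5.76, chosen after seeing the values, which also came within 1.5 times.

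The paper states that depletion of mTOR in MDSCs was verified (Supplementary Figure 1). In the deposited counts over the whole gene, the log2 fold change of Mtor was 0.15. No alternative run gave a lower count in the libraries labelled mTOR-/-, and the lowest log2 fold change was 0.09. The paper's deposited comparison lists 0.17 for Mtor.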

Other observations

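The tests of other splits of the samples, of GC content, of library size, of the most counted genes, of macrophages and of the Ugt1a locus were chosen before their results were seen, that of GC content after the counts had been examined. All other tests here were chosen only after the pattern had been seen.

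Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many DEGs as the comparison of mTOR-/- with WT, which is that comparison itself. Another split gave 1 gene and the rest gave 0. Among the 4 splits that part all same-numbered pairs, 1 gave as many, again the comparison itself. The other splits part 1 of these pairs. With 10 or 4 splits the share cannot go under 0.05. After the trend of each library over GC content and transcript length was removed, 204 genes were DEGs, and 99.5% of the 212 had both values known. After every library was thinned to the smallest total, 205 were. The 10 most counted genes took 7.07% to 8.16% of the counts in the mTOR-/- libraries and 7.95% to 8.31% in the WT libraries, a difference of 0.388 percentage points between the means. GC content, transcript length, library size and the share of the most counted genes therefore do not explain the number of DEGs by themselves. In simulated counts with no gene changed, 0 genes were called.

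The MHC class II genes were higher in the libraries labelled mTOR-/- under TMM, RLE and upper-quartile normalization alike. A difference confined to the H2 region of chromosome 17 would leave Cd74 and Ciita, on other chromosomes, unchanged. Both rose, and the smaller of their log2 fold changes was 1.18. Among protein-coding genes of that region other than the H2 genes, 2 of 80 were DEGs (one-sided Fisher's exact test against genes elsewhere, p = 0.363), while 7 of its 19 H2 genes were. Neither value excludes a strain variant of the H2 genes themselves, since Cd74 and Ciita can rise for another reason. A larger share of dendritic cells in the mTOR-/- libraries may contribute. Of 12 tested dendritic cell markers, none of them MHC class II genes, 11 were higher in these libraries, and their median log2 fold change of 1.00 was at percentile 100 of 10000 random lists of the same expression. The rise of the MHC class II genes cannot be told apart from a different mixture of cells, nor from a strain variant of the H2 genes that adds to it. The same test cannot separate more dendritic cells from M-MDSCs that express dendritic cell genes.

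Mast cell and basophil markers were lower in the mTOR-/- libraries. Of 6 tested, 1 was higher, and the median log2 fold change of -1.07 was at percentile 0 of 10000 random lists of the same expression. Fewer mast cells and basophils in the mTOR-/- libraries is a candidate explanation, which the counts cannot tell apart from regulation within M-MDSCs. Erythroid markers were lower as well, but only 2 were tested. Of these 0 were higher, and their median log2 fold change of -1.77 was at percentile 0.38.

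Ly6g, a marker of G-MDSCs in the paper, was up-regulated in the mTOR-/- libraries (log2 fold change 2.26, adjusted p = 0.0365, edgeR's quasi-likelihood test), higher in 3 of 3 libraries. Its call was kept in 1 of the 6 fits that each left out 1 library. Ly6c2 was lower (log2 fold change -0.999, adjusted p = 0.0426, edgeR), just under the fold change threshold. It passed that threshold under some alternatives, such as DESeq2 (-1.002), and not under others, such as the replicate block (-0.963). Ly6c1, a near-identical gene that can share its reads, was at 0.28. Neutrophil markers without Ly6g were at percentile 86.6 of the random lists and macrophage markers at percentile 55.0, so neither list stood apart by its median. Of the 14 neutrophil markers tested, 8 were higher, while 2 were down-regulated DEGs and 0 were up-regulated DEGs. No source of the Ly6g counts was found by these tests.

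The Ugt1a genes overlap at 1 locus, and pathways driven by them could rest on reads of a single gene. With the Ugt1a genes counted as 1 gene, the smallest adjusted p of retinol metabolism and of ascorbate and aldarate metabolism was 0.00265 (one-sided Fisher's exact test), that of retinol metabolism, which also holds Adh7 and Aldh1a2. Of the 6 fits that each left out 1 library, Adh7 was called in 0 and Aldh1a2 in 1. Over the alternatives run, the adjusted p of retinol metabolism ranged from 3.95e-06 to 1.

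The paper reports higher autophagy proteins in mTOR-/- M-MDSCs by western blot (Fig. 3), for which RNA was not a claim. Of 10 tested autophagy genes, 0 were DEGs, 3 were higher and 7 lower, 5 had an unadjusted p under 0.05 and 1 an adjusted p under 0.05 over this list alone (edgeR's quasi-likelihood test). Of these 5, Map1lc3b and Atg16l1 were higher, with log2 fold changes of 0.38 and 0.32. The other 3, Atg12, Atg14 and Atg5, were lower, at -0.46, -0.37 and -0.27. Among other genes of the blotted proteins, Becn1, which encodes Beclin1, was higher, at 0.26. Atg7 and Map1lc3a were lower, at -0.28 and -0.47. The median log2 fold change of the 10 genes, -0.28, was at percentile 0.15 of random lists of the same expression. This places the median on the lower side, while single genes went both ways. The mean log2 CPM of the 10 genes was 5.78 ± 0.089 (SD, n = 3) in the mTOR-/- libraries and 5.92 ± 0.076 (SD, n = 3) in the WT libraries (exact permutation test, two-sided, p = 0.2). No explanation was tested for the lower median.

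Xist, Ddx3y, H2-K1 and H2-D1 were chosen after their values were seen. Xist had 17397 to 29393 counts in the mTOR-/- libraries and 11521 to 16944 in the WT libraries, without overlap (log2 fold change 0.81, adjusted p = 0.0678, edgeR's quasi-likelihood test). Ddx3y had 755 to 912 counts across the 6 libraries (log2 fold change 0.22, adjusted p = 0.333, edgeR). Of 5 sex-linked genes, Xist and 4 Y-linked genes, 4 were higher in the mTOR-/- libraries, with a median at percentile 98.4 of the random lists. Both an X-linked RNA made in female cells and a Y-linked gene were therefore counted in every library, and the sex of the animals is not given in the labels. Cells of a single sex would not give both, so each library may pool animals of both sexes. Whether it does is not stated in the paper's text, so n = 3 counts libraries. Xist and 3 of the 4 Y-linked genes were higher in the mTOR-/- libraries, so these values show no clear shift toward one sex. H2-K1 and H2-D1 were lower in the mTOR-/- libraries, with log2 fold changes of -0.56 and -0.70 (adjusted p = 0.015 and 0.0071, edgeR's quasi-likelihood test).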
